A study of Drosophila melanogaster with 4 samples.

How the data were processed

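Droplet-based libraries of polyadenylated transcripts were prepared from dissociated testis tumors on the 10x Genomics platform with 3' chemistry of version 3.1, per the labels. Tissue was digested with TrypLE and collagenase, passed through filters, washed and counted with Trypan blue before loading, per the labels. Each of the 4 libraries is 1 GEO sample, and group and replicate number were taken from the sample titles. The genotypes in the labels differ between the tumor types in more than the promoter: the Nanos-Upd flies also carry a y allele and a heat shock FLP insertion, whereas the same w allele is given for both types. Both types carry GAL4 drivers and a UAS reporter for H3-GFP.

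The authors deposited 1 table of UMI counts per gene and cell and 1 table of cell annotations. The deposited counts are raw whole numbers, whose sum equalled the deposited total in 20618 of 20618 cells. The aligner, the counting program, the genome build and the annotation are not stated in the labels. The table has 17558 features, of which 1 is the H3-GFP transgene. The annotation table gives each cell's library, the authors' class, the authors' counts of UMIs and genes, and the percent of mitochondrial and of ribosomal UMIs as deposited by the authors. The deposited values show that cells had been filtered before deposit: UMIs per cell ran from 2200 to 7499, detected genes from 524 to 2499, the mitochondrial share stayed under 10% and the ribosomal share under 40%. The labels do not state these limits, how classes were assigned or whether doublets were removed. No doublet caller was run here. Instead, cells with UMIs of at least 2 early germline and at least 2 cyst lineage markers were left out as an alternative. That rule took 85.9% of GSC-like and 33.0% of CySC-like cells, so a stricter form, in which chinmo, piwi and Akr1B were not counted as cyst markers, was added after the data were seen (29.3% and 32.6%). The depth per library was 13190124 to 33499923 UMIs, and 4.08 CPM of H3-GFP in CySC-like cells of Nanos-Upd replicate 1 stood for 25 UMIs.

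Classes were taken from the authors. Counts were summed over the cells of a class within a library, and libraries, not cells, were the replicates. Each sum held at least 1119 cells. Sums were tested with edgeR (version 4.0.16, TMM normalization, filterByExpr, robust quasi-likelihood fit) in R 4.3.3, and genes at a Benjamini-Hochberg adjusted p under 0.05 were called. GSC-like and CySC-like sums were compared with the library as a block (8 sums), tumor types within each class (4 sums each) and the interaction of class and tumor type with libraries nested in tumor type (8 sums). Standard errors are those implied by the F statistic. Gene sets were tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry (limma 3.58.1). Class shares were compared by a two-sided exact permutation test over the 4 libraries, and the X chromosome by a two-sided exact sign-flip permutation test. DESeq2 1.42.0 was an alternative to edgeR, and was also run after the data were seen on the sums of all germline classes, where edgeR called no gene. Shares and figures were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Confidence intervals are exact, at the 95% level.

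Groups, tests, markers, gene lists, the naming rule and most alternatives were fixed before the data were examined. Named genes are the 5 with the largest change in each direction among called genes with an average of at least 50 CPM over the sums in the fit and the same direction in every library (between classes) or no overlap between the groups (between tumor types), without a demand on direction for the interaction. For each list, the 5 called genes with the largest change in each direction are named, and upd1, vas, nos, tj, zfh1, mof, msl-2, roX1 and roX2 are always named. H3-GFP was chosen after its values were seen. The lists matched 104 of 106 chromatin regulators, 61 of 63 DNA replication entries (60 distinct genes) and 87 of 87 signalling entries (86 distinct genes). Gene positions are those of Ensembl release 115 (BDGP6.54), matched by FlyBase identifier for 17515 of 17558 features. Since the authors' build is not stated, positions describe the matched genes and were not converted.

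The alternatives were DESeq2, RLE size factors, no filter on low counts, each library left out in turn, no mixed cells, a minimum of 1000 UMIs per cell, 1119 cells drawn per library and class, no library block, the replicate number as a block, and all germline classes (GSC-like and spermatocyte). For the X chromosome another pseudocount (5 in place of 1 CPM) and a minimum of 50 CPM were tried. Only 1 class of the cyst lineage was annotated, so a comparison of all cyst lineage classes was not applicable. Alternatives added after the data were seen were a minimum of 3000 UMIs, the stricter markers for mixed cells, the somatic class added to the CySC-like class, removal of cells with at least 5 accessory gland marker UMIs, and limits of 35% ribosomal UMIs and 6500 UMIs per cell for class shares. Where a library left out leaves 1 library in a tumor type, that library is assumed to vary like the others.

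The edgeR comparisons and the X chromosome difference were tested on simulated data, with counts drawn from the means and library sizes of the real sums, with known changes in a seeded set of genes. In each comparison 197 tested genes were changed. Genes were drawn independently, and library effects shared by many genes were not simulated, so the rates of false calls need not hold for the real data. The class comparison (8784 genes) recovered 94.9% of changed genes, with 3.61% false calls among all calls. The tumor comparison recovered 67.5% in GSC-like cells (9275 genes, 4.32% false calls) and 69.0% in CySC-like cells (8504 genes, 4.23% false calls), and the interaction 62.4% (9632 genes, 2.38% false calls). The tests of the gene lists and of class shares were not simulated. A shift of -0.2 set on X-linked genes was recovered as -0.20 (8779 genes). That value came from edgeR fold changes against all other genes, not from the difference within each library.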

Results

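Single-cell RNA sequencing was carried out on testis tumors of Drosophila melanogaster that had been induced by overexpression of Unpaired (Upd), a secreted ligand that activates the JAK-STAT pathway. In the fly testis this pathway maintains both the germline stem cells (GSC) and the somatic cyst stem cells (CySC), whose descendants enclose the germ cells. Upd was driven in the germline with the nanos promoter (Nanos-Upd tumor, 2 libraries) or in cyst cells with the traffic jam promoter (TrafficJam-Upd tumor, 2 libraries). The deposited table held unique molecular identifier (UMI) counts for 17558 features in 20618 cells. The Nanos-Upd libraries comprised 4615 cells with 19664244 UMIs in replicate 1 and 9093 cells with 33499923 UMIs in replicate 2. The TrafficJam-Upd libraries comprised 3241 cells with 13190124 UMIs in replicate 1 and 3669 cells with 14077062 UMIs in replicate 2. The median depth per cell was 3987 and 3323 UMIs in the Nanos-Upd libraries and 3679 and 3449 UMIs in the TrafficJam-Upd libraries.

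The authors had assigned each cell to 1 of 5 classes, named GSC-like (10889 cells), CySC-like (8261 cells), spermatocyte (624 cells), somatic (515 cells) and muscle (329 cells). Levels of marker genes fixed before the data were examined differed between these classes. The 14 early germline markers together reached 3517 ± 614 counts per 1e6 UMIs (CPM; mean ± SD, n = 4 libraries) in GSC-like cells and 425 ± 132 CPM in CySC-like cells. The 14 cyst lineage markers reached 5359 ± 850 CPM in CySC-like cells and 1422 ± 214 CPM in GSC-like cells. Most of the GSC-like level came from chinmo, piwi and Akr1B. The 11 markers without these reached 236 to 419 CPM in GSC-like and 3217 to 4511 CPM in CySC-like cells over the libraries. The 5 markers of terminal epithelium and seminal vesicle were also high in CySC-like cells (5887 ± 1691 CPM) and higher in somatic cells (11730 ± 4973 CPM), so the CySC-like class was not marked by cyst lineage genes alone. The class named spermatocyte held 10995 ± 3347 CPM of the 11 spermatid markers and 894 ± 155 CPM of the 14 spermatocyte markers. Muscle and somatic cells also held early germline markers, at 579 ± 310 and 424 ± 218 CPM. A level of early germline transcripts as high as that of CySC-like cells was therefore present in classes that are not germline, and differences between GSC-like and CySC-like cells are reported with this background included.

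The cellular make-up of the tumors was compared between the 2 ways of driving Upd. GSC-like cells made up 52.2% of the cells in Nanos-Upd replicate 1 (95% exact binomial interval 50.7 to 53.6%) and 61.2% in replicate 2 (60.2 to 62.2%). In the TrafficJam-Upd libraries they made up 34.5% (32.9 to 36.2%) and 48.9% (47.3 to 50.5%). The intervals cover counting error only. The mean share was 56.7 ± 6.42% (SD, n = 2) in Nanos-Upd and 41.7 ± 10.2% (SD, n = 2) in TrafficJam-Upd tumors, a difference of 15.0 percentage points. CySC-like cells made up 35.6 ± 1.22% and 50.03 ± 11.5% (SD, n = 2 each), a difference of -14.4 points. For both classes the 2 libraries of 1 tumor type lay on the same side of those of the other type, and the two-sided exact permutation test gave p = 0.333, which is the smallest value that 2 against 2 libraries can give (0.556 after Benjamini-Hochberg adjustment over the 5 classes). No exact test of this design can reach 0.05. The mean shares of muscle cells were 1.37% in Nanos-Upd and 2.34% in TrafficJam-Upd tumors (exact permutation p = 0.333, adjusted 0.556). Those of somatic cells were 3.07% and 2.07% (exact permutation p = 0.667, adjusted 0.833), and those of spermatocytes 3.28% and 3.84% (exact permutation p = 1.0, adjusted 1.0). Among the alternatives, leaving out cells that held both early germline and cyst lineage markers moved the GSC-like difference most, to 3.72 points. That step removed 85.9% of the GSC-like cells, and with stricter markers, which removed 29.3% of them, the difference was 16.5 points. Without TrafficJam-Upd replicate 1 the difference was 7.77 points. With at least 3000 UMIs per cell it was 11.05 points, from 60.7 and 66.9% in Nanos-Upd and 44.8 and 60.8% in TrafficJam-Upd libraries, so the tumor types overlapped, as they did without mixed cells (16.1 and 24.8% against 9.17 and 24.3%).

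**Figure D1:**
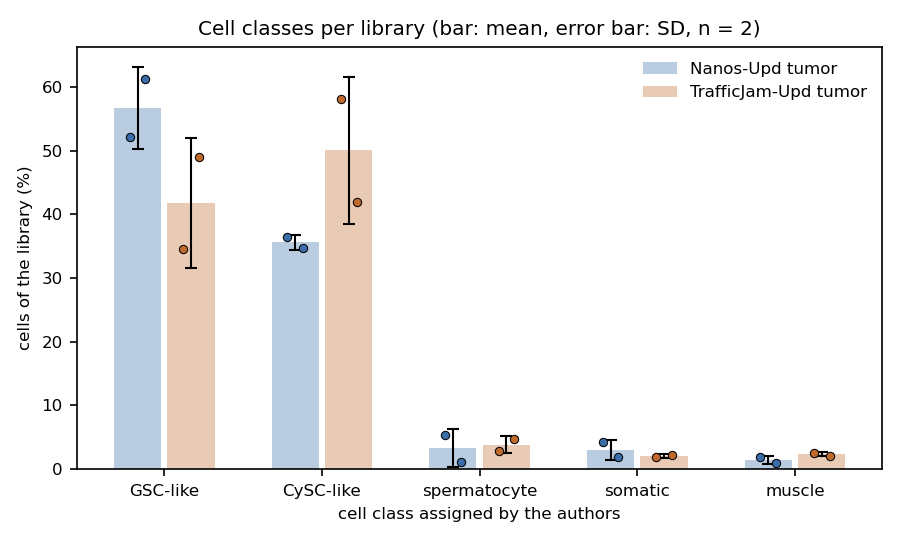
Share of the cells of each library (percent) that the authors assigned to each of the 5 classes, with 1 point per library, bars at the mean and error bars of 1 SD over the 2 libraries of a tumor type. The 2 Nanos-Upd libraries lie at 52.2 and 61.2% GSC-like cells, above the 2 TrafficJam-Upd libraries at 34.5 and 48.9%.

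The overexpressed gene was examined in every library. upd1 (FBgn0004956, chromosome X, 18305354 to 18309291, minus strand) was at 64.3 and 58.6 CPM in GSC-like cells and at 4.24 and 10.9 CPM in CySC-like cells of the Nanos-Upd libraries. In the TrafficJam-Upd libraries it was at 1.79 and 5.33 CPM in GSC-like cells and at 77.4 and 65.8 CPM in CySC-like cells. The class in which the promoter is active therefore had the higher upd1 level in 4 of 4 libraries, by 5.35 to 43.4 times. Between tumor types, the log2 fold change of upd1 (Nanos-Upd over TrafficJam-Upd) was 3.88 ± 0.37 (SE; edgeR quasi-likelihood test, adjusted p = 0.00171) in GSC-like cells and -3.32 ± 0.37 (SE; edgeR adjusted p = 0.0244) in CySC-like cells. The GSC-like call was lost when spermatocytes were added (edgeR adjusted p = 0.136; range over its 15 alternatives 3.21e-47 to 0.136). The CySC-like call was lost without TrafficJam-Upd replicate 1 (edgeR adjusted p = 0.155) and without TrafficJam-Upd replicate 2 (0.315), with adjusted p between 3.92e-42 and 0.315 over its 15 alternatives. The edgeR test of the interaction itself gave 7.12 ± 0.85 (SE) and did not pass (adjusted p = 0.204). It passed in 11 of 16 alternatives (range of adjusted p over the 16 alternatives 1.66e-158 to 0.376), including each fit without 1 library. Such a fit leaves 1 library in a tumor type, which is assumed to vary like the others, so those passes add no replication. Without Nanos-Upd replicate 1 or 2 the interaction was 6.68 and 8.20, and without TrafficJam-Upd replicate 1 or 2 it was 6.44 and 8.37. Averaged over both tumor types, upd1 did not differ between the classes (edgeR log2 fold change -0.54 ± 2.27, adjusted p = 0.847).

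H3-GFP, the only transgene sequence in the count table, was chosen after its values were seen. Both genotypes carry a reporter that encodes it. Its level was 59.9 and 78.2 CPM in GSC-like cells and 4.08 and 10.1 CPM in CySC-like cells of the Nanos-Upd libraries. In the TrafficJam-Upd libraries it was 2.68 and 4.03 CPM in GSC-like cells and 103 and 74.1 CPM in CySC-like cells. The interaction of class and tumor type was 7.84 ± 0.32 (SE; edgeR adjusted p = 3.53e-09), and it passed in all 16 alternatives, with an adjusted p of at most 0.0118. In CySC-like cells the difference between tumor types (-3.72 ± 0.38, edgeR adjusted p = 0.0229) was not past the threshold in 5 of 15 alternatives, among them those without TrafficJam-Upd replicate 1 (0.104), without TrafficJam-Upd replicate 2 (0.248), with at least 3000 UMIs (0.0886) and with the somatic class added (0.0696). Its adjusted p ranged from 8.19e-40 to 0.248.

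**Figure D2:**
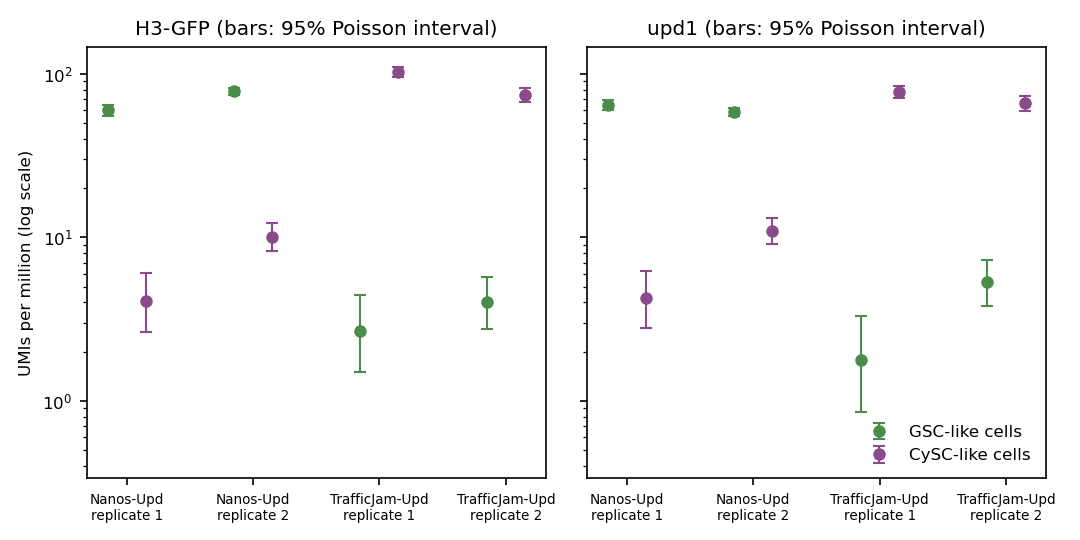
CPM (log scale) of H3-GFP and upd1 in GSC-like and CySC-like cells of each library, with exact 95% Poisson intervals that cover counting error only. In the Nanos-Upd libraries both features are higher in GSC-like cells (upd1 64.3 and 58.6 against 4.24 and 10.9), and in the TrafficJam-Upd libraries both are higher in CySC-like cells (upd1 77.4 and 65.8 against 1.79 and 5.33).

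Gene expression was then compared between the 2 stem-cell-like classes, with the counts of each class summed within a library and the library as a block, so that positive log2 fold changes denote higher expression in GSC-like cells. Of 8909 genes tested, 6464 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 3128 higher in GSC-like and 3336 higher in CySC-like cells. The classes were named by the authors by a method that the labels do not state, so genes that defined them are among those called. The count varied from 4612 (no library block) to 7147 (no filter on low counts) over the alternatives. Among genes with an average of at least 50 CPM and the same direction in every library, the largest increases in GSC-like cells were those of lncRNA:CR46148 (FBgn0267827, 2L, 588048 to 588784; 4.08 ± 0.39 SE, adjusted p = 0.000867), CG32816 (3.71), lncRNA:CR46216 (3.64), Drep2 (3.64) and ovo (FBgn0003028, X, 5048273 to 5070929; 3.61 ± 0.37, adjusted p = 0.00101). lncRNA:CR46148 was at 122 to 152 CPM in GSC-like cells and at 2.25 to 11.9 CPM in CySC-like cells. The largest increases in CySC-like cells were those of CG34398 (FBgn0085427, 2L, 8898786 to 8933594; -5.34 ± 0.22, adjusted p = 1.18e-06), rau (-5.17), kon (-5.16), tj (-5.15) and Wnt4 (-5.12).

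Lineage genes and dosage compensation genes named beforehand were also called. vas (FBgn0283442, 2L, 15061656 to 15074311) was higher in GSC-like cells by 2.60 ± 0.11 (SE; edgeR adjusted p = 1.28e-08), and nos (FBgn0002962, 3R, 19157238 to 19160202) by 3.07 ± 0.33 (adjusted p = 0.00120). tj, which encodes the transcription factor Traffic jam (FBgn0000964, 2L, 19464267 to 19467758), was at 400 to 676 CPM in CySC-like and 10.5 to 32.1 CPM in GSC-like cells, and zfh1 changed by -2.19 ± 0.10 (adjusted p = 1.85e-08). Of the genes for the dosage compensation complex, which acts on the male X chromosome in somatic cells, lncRNA:roX1 (FBgn0019661, X, 3857230 to 3862697) changed by -4.71 ± 0.42 (adjusted p = 0.00111) and lncRNA:roX2 (FBgn0019660, X, 11579065 to 11580432) by -4.99 ± 0.49 (adjusted p = 0.00168). lncRNA:roX1 was at 1322 to 2057 CPM in CySC-like cells and at 50.9 to 158 CPM in GSC-like cells. msl-2 changed by -1.46 ± 0.13 (adjusted p = 2.34e-06) at 13.2 to 19.0 CPM in CySC-like cells, and mof by 0.84 ± 0.12 (adjusted p = 6.28e-05). Apart from upd1 and H3-GFP, which did not pass here, every gene named for this comparison kept its direction and its call in every alternative in which it was tested.

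The series title names chromatin landscapes and DNA replication programs, and 2 lists of genes for these processes had been fixed beforehand. Of 102 chromatin regulators tested, 64 were higher in GSC-like cells and 10 in CySC-like cells, with the same counts when adjusted over the list alone. Their median log2 fold change was 0.46, against -0.06 over all genes. The largest differences were those of rhi (3.03 ± 0.21 SE), BigH1 (2.71 ± 0.13), jing (1.85), NSD (1.73) and Acf (1.47) toward GSC-like cells, and of ash2 (-2.09 ± 0.10), HP1b (-1.43), Psc (-1.43), Kdm2 (-1.32) and Su(z)2 (-0.94) toward CySC-like cells (edgeR adjusted p at most 2.88e-05 for these 10). Of 58 DNA replication genes tested, 52 were higher in GSC-like and 2 in CySC-like cells, again with the same counts when adjusted over the list alone, and the median was 0.92. PCNA2 (1.60), PolD1 (1.39), Orc1 (1.39), Orc4 (1.35) and Ctf4 (1.33) led this list. E2f1 (-0.85 ± 0.08) and Cdc45 (-0.67 ± 0.15) were higher in CySC-like cells. Camera, a competitive gene set test run with a preset inter-gene correlation of 0.01, gave p = 2.93e-06 for the chromatin and 1.54e-09 for the replication list (4.39e-06 and 4.63e-09 after Benjamini-Hochberg adjustment over 3 gene sets, the X-linked genes included). Both calls held under limma's fry, which gave 0.000487 and 0.000799 (adjusted p = 0.00120 for both). Neither held when camera estimated the correlation (p = 0.0954 and 0.174, adjusted 0.261 for both), and over the alternatives that p ran from 0.00683 to 0.335 for the chromatin and from 0.0695 to 0.266 for the replication list. The alternative that moved the medians most was the addition of the spermatocyte class to the GSC-like class for chromatin regulators (0.21) and the removal of mixed cells for replication genes (0.64).

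A list of ligands, receptors and pathway members of the testis niche was compared gene by gene. Of 80 genes tested, 11 were higher in GSC-like and 61 in CySC-like cells by edgeR's adjusted p, and 11 and 62 when adjusted over the list alone. The genes higher in GSC-like cells were led by stet (3.57 ± 0.36 SE), htl (3.08), zpg (2.92), Dl (2.76) and rho (1.73). Those higher in CySC-like cells were led by wg (-5.13 ± 0.21), Wnt4 (-5.12), CadN (-5.09), Wnt6 (-5.05) and Egfr (-4.91). wg, Wnt4 and Wnt6 lie next to each other on arm 2L, at 7307159 to 7316265, 7255419 to 7277171 and 7333714 to 7352542. The number of called genes of the list varied from 66 (no library block) to 74 (spermatocyte class added).

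**Figure D3:**
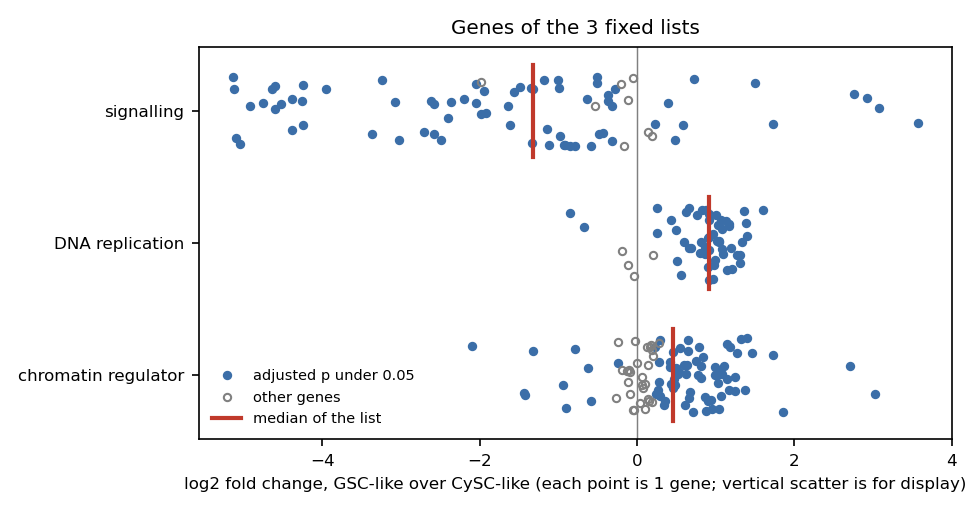
Log2 fold change (GSC-like over CySC-like cells) of each tested gene of the 3 fixed lists, with filled points for genes at an edgeR adjusted p under 0.05, open points for other genes and a vertical line at the list median. The median is 0.92 for DNA replication genes, 0.46 for chromatin regulators and -1.33 for signalling genes, which spread over both directions.

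The title also names differences between chromosomes, so fold changes between the classes were compared by chromosome arm. The median log2 fold change (GSC-like over CySC-like) of the 1528 X-linked genes tested was -0.30, with quartiles of -0.86 and 0.29. The medians of the other large arms were -0.05 (2L), -0.06 (2R), 0.02 (3L) and 0.05 (3R), and that of the 84 genes of chromosome 4 was 0.11. Of the X-linked genes, 24.2% were called higher in GSC-like and 46.7% higher in CySC-like cells. Within each library, the median for X-linked genes minus that for the 7249 genes on 2L, 2R, 3L and 3R, on the log2(CPM + 1) scale, was between -0.30 and -0.23, with a mean of -0.27 ± 0.03 (SD, n = 4). It was below 0 in 4 of 4 libraries. The two-sided exact sign-flip permutation test gave p = 0.125, the smallest value that 4 libraries allow, so this test cannot reach 0.05. Camera gave p = 0.0393 for the X-linked set (0.0393 after adjustment over the 3 gene sets) and fry p = 0.00361 (adjusted 0.00361), whereas camera with an estimated correlation gave p = 0.511 (adjusted 0.511; range of the unadjusted p over the alternatives 0.0164, without mixed cells, to 0.662). The camera call was lost without Nanos-Upd replicate 1 (camera p of 0.0576), without TrafficJam-Upd replicate 1 (0.0817), with no library block (0.0549) and with the stricter markers for mixed cells (0.0573), with p between 0.0176 and 0.0817 over all alternatives. With no filter on low counts the mean difference was -0.064 and 3 of 4 libraries were below 0.

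**Figure D4:**
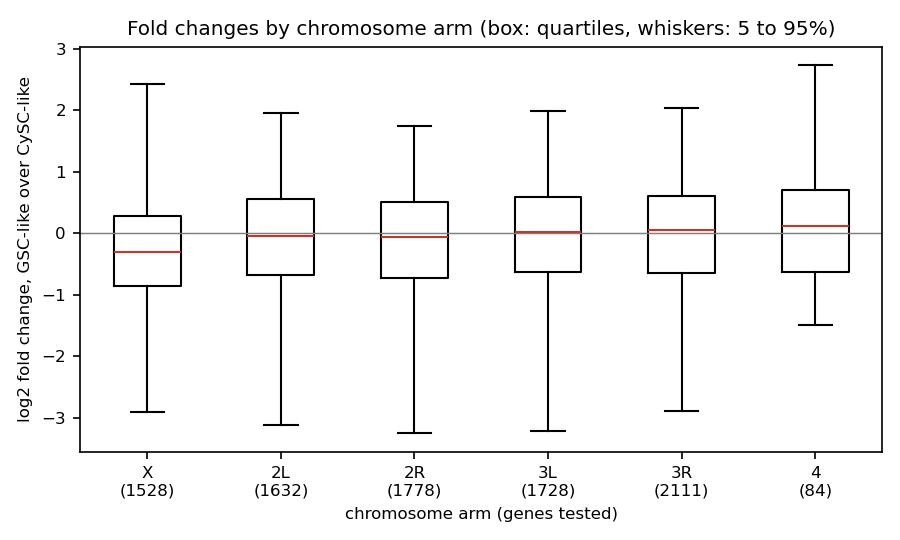
Log2 fold change (GSC-like over CySC-like cells) of tested genes by chromosome arm, with the number of genes in parentheses, a line at the median, boxes at the quartiles and whiskers from the 5th to the 95th percentile. The median of the X is -0.30, below the medians of the other arms, which lie between -0.06 and 0.11, and the boxes overlap.

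Each class was next compared between the 2 tumor types, with positive log2 fold changes for higher expression in Nanos-Upd tumors. The fly lines of the 2 tumor types carry different transgenes and X chromosomes per the labels, so tumor type and fly line cannot be separated. In GSC-like cells, 295 of 9466 genes passed an adjusted p of 0.05 in edgeR, 194 higher and 101 lower in Nanos-Upd. All 295 had no overlap between the groups, as did 59.7% of all tested genes (chance gives 33.3% for 2 against 2 libraries). The count depended on the libraries and on the processing. It was 533 without Nanos-Upd replicate 1, 1490 without Nanos-Upd replicate 2, 684 without TrafficJam-Upd replicate 1 and 312 without TrafficJam-Upd replicate 2, and the balance of directions moved too: 1329 higher and 161 lower without Nanos-Upd replicate 2, 299 and 385 without TrafficJam-Upd replicate 1, and 24 and 32 without mixed cells. With spermatocytes added the count was 0 in edgeR (922 genes at an unadjusted p under 0.05) and 96 in DESeq2. On the GSC-like sums alone DESeq2 gave 521. Among called genes with an average of at least 50 CPM, Eno (FBgn0000579, 2L, 1724768 to 1729636) rose most, by 1.83 ± 0.22 (SE; edgeR adjusted p = 0.000657), from 85.5 and 72.6 CPM in TrafficJam-Upd to 364 and 256 CPM in Nanos-Upd libraries. lncRNA:Hsromega (1.71), Msp300 (1.70), CG4836 (1.49) and CG12699 (1.46) followed. Among the same genes CG1894 (FBgn0039585, 3R, 28484557 to 28486062) had the largest decrease, -2.81 ± 0.21 (adjusted p = 1.95e-06), at 156 and 138 CPM in Nanos-Upd and 897 and 963 CPM in TrafficJam-Upd libraries. CG32259 (-1.53), RpS14b (-1.45), Sec61gamma (-1.31) and eIF4E3 (-1.25) followed. RpS14b has a near-identical copy, RpS14a, so its level is uncertain. Without mixed cells, lncRNA:Hsromega, Msp300 and CG4836 were no longer past the threshold, nor were lncRNA:Hsromega, CG4836 and CG12699 with at least 3000 UMIs or CG4836 with the stricter markers, and in edgeR none of the 10 was once spermatocytes had been added.

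In CySC-like cells, 247 of 8701 genes passed in edgeR, 137 higher and 110 lower in Nanos-Upd, all without overlap between the groups (60.5% of tested genes, chance 33.3%). The count was 602 without Nanos-Upd replicate 1, 1264 without Nanos-Upd replicate 2, 270 without TrafficJam-Upd replicate 1 and 111 without TrafficJam-Upd replicate 2. The directions became 1083 higher and 181 lower without Nanos-Upd replicate 2, and 102 and 168 without TrafficJam-Upd replicate 1. Among called genes with an average of at least 50 CPM, Fas3 (FBgn0000636, 2L, 18320102 to 18393441) rose by 1.87 ± 0.17 (SE; edgeR adjusted p = 0.000888), followed by Cbs (1.73), bond (1.68), Hsp68 (1.24) and fz (1.19). The white gene, w (FBgn0003996, X, 2790599 to 2796466), fell by 4.48 on the log2 scale (SE 0.21; edgeR adjusted p = 5.08e-05), with 14.5 and 21.4 CPM in Nanos-Upd against 428 and 307 CPM in TrafficJam-Upd libraries. The flies of both tumor types carry mutant white alleles and transgenes of a kind often marked with this gene, so counts of w cannot be assigned to the gene's own locus. CG1894 (-2.73 ± 0.38), veil (-2.53), RpS14b (-1.75) and MYPT-75D (-1.35) followed. CG1894 was near the threshold (edgeR adjusted p = 0.0487), and its call was lost in 6 of 15 alternatives, among them without Nanos-Upd replicate 1 (0.0946) and without Nanos-Upd replicate 2 (0.0793; range over the alternatives 7.00e-36 to 0.122). The other 9 genes kept their calls in all 15. Of the 39 genes called in both classes, 36 had the same direction.

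Whether the difference between the classes itself differed between tumor types was tested as an interaction, positive where the GSC-like minus CySC-like difference was larger in Nanos-Upd tumors. In edgeR, 132 of 9787 genes passed, 77 positive and 55 negative, and DESeq2 called 53. The count was 95 without Nanos-Upd replicate 1, 202 without Nanos-Upd replicate 2, 77 without TrafficJam-Upd replicate 1 and 280 without TrafficJam-Upd replicate 2. With RLE size factors 129 genes passed, 88 positive and 41 negative, and without TrafficJam-Upd replicate 1 there were 29 positive and 48 negative. Among called genes with an average of at least 50 CPM, which H3-GFP did not reach, the largest positive value was that of w (5.33 ± 0.29 SE, edgeR adjusted p = 6.68e-06), which was higher in GSC-like than in CySC-like cells of Nanos-Upd (53.7 and 57.8 against 14.5 and 21.4 CPM) and lower in those of TrafficJam-Upd libraries (23.2 and 29.4 against 428 and 307 CPM). Mst57Db (3.83 ± 0.38), Mst57Da (3.71) and Acp95EF (3.52) followed, with most of their UMIs in Nanos-Upd replicate 1. In GSC-like cells of that library, 10 cells held 71.2% of the UMIs of 5 accessory gland markers. Without the 43 cells that held at least 5 such UMIs, a limit chosen after values were seen, the 3 genes were not past the threshold (edgeR adjusted p between 0.800 and 0.867). They were also not past it without TrafficJam-Upd replicate 1 (0.916, 1.0 and 0.868), and adjusted p ranged from 2.40e-30 to 1.00 for Mst57Db, 7.78e-23 to 1.0 for Mst57Da and 7.32e-18 to 0.868 for Acp95EF over their alternatives. lncRNA:alphagamma-element:CR32865 (1.97 ± 0.21) kept its call in all 16 alternatives.

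Among called genes with an average of at least 50 CPM, the largest negative interactions were those of Cbs (FBgn0031148, X, 21045138 to 21049096; -1.60 ± 0.23 SE, edgeR adjusted p = 0.000492), ds (-1.58 ± 0.20, adjusted p = 3.51e-06), CG1532 (FBgn0031143, X, 21026125 to 21028361; -1.38 ± 0.21, adjusted p = 8.04e-05), CG32365 (-1.05) and esg (-0.88). Cbs was at 166 and 164 CPM in CySC-like cells of Nanos-Upd and at 46.4 and 42.9 CPM in those of TrafficJam-Upd libraries, and at 20.0 to 32.0 CPM in GSC-like cells of all 4. ds and CG1532 kept their calls in all 16 alternatives and Cbs in 15. CG32365 and esg lost their calls in 6 and 8 of 16 alternatives, both with DESeq2 (0.466 and 0.789), with the same number of cells (0.0637 and 0.0691) and with at least 3000 UMIs (0.366 and 0.387), among others. CG32365 was also not past the threshold without Nanos-Upd replicate 2 (edgeR adjusted p = 0.640) or TrafficJam-Upd replicate 1 (0.146), with a range of 1.96e-05 to 0.640 over the alternatives. esg was also not past it without Nanos-Upd replicate 2 (0.650) or TrafficJam-Upd replicate 1 (0.482), with a range of 3.37e-06 to 0.789.

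**Figure D5:**
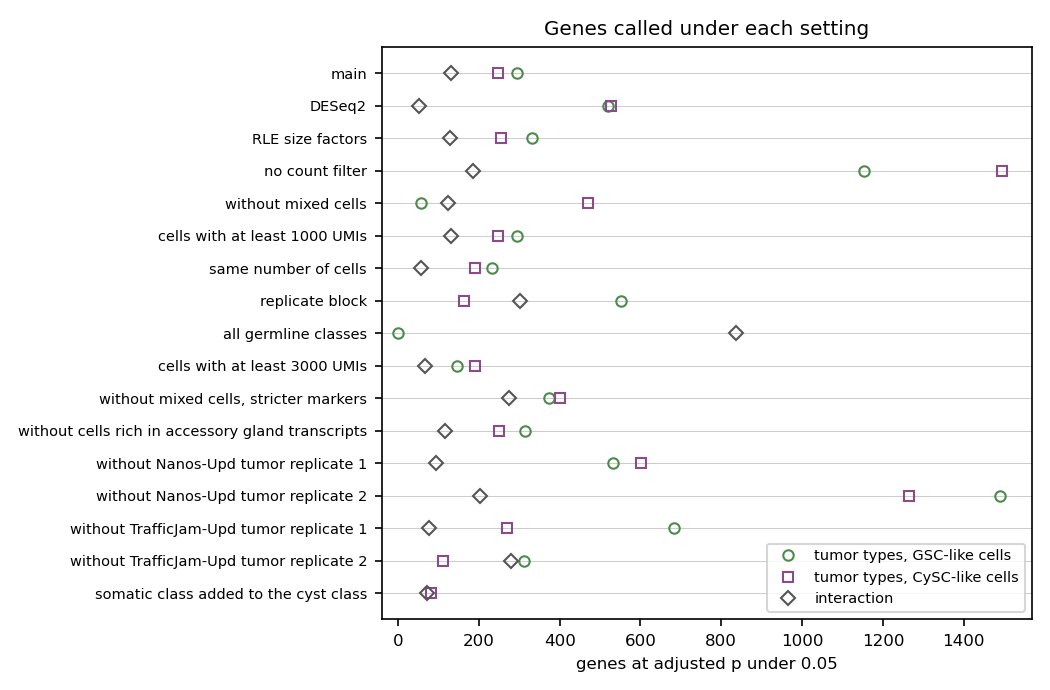
Number of genes at an adjusted p under 0.05 under each setting for the tumor comparison in GSC-like cells (circles), that in CySC-like cells (squares) and the interaction (diamonds); the values reported above stand on the line named main. The counts run from 0 (GSC-like cells with spermatocytes added) to 1494 (CySC-like cells with no filter on low counts), and the minimum of 1000 UMIs removed no cell.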

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

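The tests of accessory gland cells, of the w insertion and of the ribosomal limit, and the removal of cells rich in accessory gland transcripts, were chosen only after the results were seen, as was H3-GFP as an item. The test of the segment around Cbs was prompted by the result too, with its limits set before the neighboring genes were examined. The interaction of class and tumor type singled out 132 genes, a difference between groups that was itself tested. Since tumor type and fly line go together, a biological difference between the tumors and a difference between the lines stay open for every gene below. The count ranged from 53 (DESeq2) to 837 (all germline classes) over the alternatives. The balance of directions moved too, from 77 positive and 55 negative to 158 positive and 679 negative with all germline classes.

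The interaction of H3-GFP was 7.84. Its level was high in GSC-like cells of Nanos-Upd and in CySC-like cells of TrafficJam-Upd libraries, the classes in which the promoters named in the labels are active. Swapped labels between the tumor types would need libraries out of place in both, and 4 of 4 libraries followed their label. Levels in the class without the driver were 7.74 to 38.3 times smaller and could come from free RNA or mixed droplets, as for early germline transcripts, of which muscle cells held 1.23 times the level of CySC-like cells. These 2 sources cannot be told apart.

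The interaction of w was 5.33, from a level of 428 and 307 CPM in CySC-like cells of TrafficJam-Upd libraries. A candidate explanation is an insertion marked with w that is active where tj is active. The prediction was that the 2 classes with the most tj are the 2 with the most w, in the same order. This held in 1 of 2 TrafficJam-Upd libraries. In the other, w ranked CySC-like, somatic, muscle and tj ranked CySC-like, muscle, somatic, but tj was at 76.0 CPM (95% Poisson interval 48.7 to 113) in somatic and 86.2 CPM (55.2 to 128) in muscle cells, and these intervals overlap. That overlap was made a condition only after the order had been seen. Read strictly, the order test failed in 1 of 2 libraries. The test leaves the explanation open, and a transgene and the gene's own locus cannot be told apart, since their counts share 1 name.

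Mst57Db (3.83), Mst57Da (3.71) and Acp95EF (3.52) encode secreted products of the male accessory gland, a tissue that lies next to the testis. In GSC-like cells of Nanos-Upd replicate 1, 10 cells held 71.2% of the UMIs of 5 accessory gland markers, and 1 cell held 374. Without 43 cells with at least 5 such UMIs, the interactions were 1.14, 1.02 and 0.76 and none was past the threshold. Of the 43 cells, 23 were GSC-like cells of Nanos-Upd replicate 1 and 2 were CySC-like cells of TrafficJam-Upd replicate 1. In TrafficJam-Upd replicate 1 Mst57Db was at 15.3 CPM in CySC-like and 3.21 CPM in GSC-like cells, so that library added to the interaction. These values favor accessory gland cells or their debris among cells of both classes, and give no ground for a difference in the germline. The tables do not show which. Mst57Db had no UMI in CySC-like cells of TrafficJam-Upd replicate 2, and Mst57Da had none in either class of that library. The fitted values of both genes therefore depend on the prior count.

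Cbs (-1.60) and CG1532 (-1.38) lie 16777 bp apart on the X. A change of the chromosome segment that holds both is a candidate explanation, because the lines differ in their X chromosomes. Of 16 other tested genes within 100 kb of Cbs, 2 (12.5%) were called in CySC-like cells, both higher in Nanos-Upd. The prediction had set over 25 in 100 for such a change and at most 5 in 100 against it, so this value decides nothing, and a variant of the line and regulation in the tumor cannot be told apart.

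No explanation was tested for lncRNA:alphagamma-element:CR32865 (1.97), ds (-1.58), CG32365 (-1.05) and esg (-0.88). The first and ds passed in 16 of 16 alternatives, CG32365 in 10 and esg in 8. Their levels in each library are in the deposited counts of both classes, and no biological explanation was tested beyond the tumor type itself.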

How the results depend on the processing

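The minimum of 3000 UMIs, the stricter markers for mixed cells, the somatic class added to the cyst class, the removal of cells rich in accessory gland transcripts and the limits of 35% ribosomal UMIs and 6500 UMIs were chosen only after the data were seen, as was DESeq2 on all germline classes; the other alternatives were chosen before. The minimum of 1000 UMIs removed no cell, so it tested nothing. All cyst-lineage classes could not be compared, since only 1 was annotated.

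The number of genes between GSC-like and CySC-like cells stayed within 1.5 times of 6464 under all alternatives, and its 45 named genes kept direction and call, except that upd1 and H3-GFP, never called here, changed direction without TrafficJam-Upd replicate 1 (0.82 and 0.96) or replicate 2 (0.74 and 0.90). The chromatin and replication medians kept their direction (0.21 to 0.53 and 0.64 to 1.06), and both lists stayed under 0.05 by camera with the preset correlation and by fry in every alternative run. Of these tests, fry does not compare a list with other genes. With an estimated correlation the chromatin list was under 0.05 in 3 alternatives: RLE size factors (0.00683), no count filter (0.0431) and the same number of cells (0.0434). Called signalling genes numbered 66 to 74.

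The tumor comparison was less stable. In GSC-like cells the count of 295 became 521 with DESeq2, 1154 with no count filter, 56 without mixed cells, 0 with all germline classes (edgeR, 922 genes at an unadjusted p under 0.05; DESeq2 called 96) and 147 with at least 3000 UMIs. Of the 56 genes, 39 were among the 295. Leaving out 1 library gave 312 to 1490 genes: 533 without Nanos-Upd replicate 1, 1490 without Nanos-Upd replicate 2, 684 without TrafficJam-Upd replicate 1. CG4836 (-0.064) and CG12699 (-0.26) reversed with all germline classes. The removal of mixed cells leaves fewer cells and 6641 tested genes; for the others the cause was not tested. In CySC-like cells the count of 247 became 527 with DESeq2, 1494 with no count filter, 470 without mixed cells, 400 with stricter markers and 82 with the somatic class added. Leaving out 1 library gave 111 to 1264: 602 without Nanos-Upd replicate 1, 1264 without Nanos-Upd replicate 2 and 111 without TrafficJam-Upd replicate 2. Of the 247 genes, 236 were also called without mixed cells. The causes were not tested.

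For the interaction, 132 became 53 with DESeq2, 57 with the same number of cells, 837 with all germline classes, 68 with at least 3000 UMIs, 275 with stricter markers and 71 with the somatic class added. Leaving out 1 library gave 77 to 280: 202 without Nanos-Upd replicate 2, 77 without TrafficJam-Upd replicate 1 and 280 without TrafficJam-Upd replicate 2. Mst57Db (-3.24 to 4.02 with 1 library left out) reversed without TrafficJam-Upd replicate 1, where the remaining library of that type had a count of 0 in CySC-like cells, so the fitted value depends on the prior count. Fewer cells lower the depth of each sum; the other causes were not tested.

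The X chromosome difference of -0.27 became -0.20 with log2(CPM + 5), -0.39 with at least 50 CPM, -0.064 with no count filter, -0.36 without mixed cells, -0.31 with the same number of cells and -0.38 with all germline classes. Leaving out 1 library gave -0.30 to -0.24. The unfiltered value includes many genes near 0 counts in both classes, which pull medians to 0. The direction was the same in every alternative, with 3 of 4 libraries below 0 in the unfiltered one.

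The GSC-like share difference of 15.0 points was 3.72 without mixed cells, 16.5 with the stricter markers for them and 23.5 among cells under 35% ribosomal UMIs, and 7.77 to 22.2 with 1 library left out. The cause was not tested for mixed cells, but that rule removes GSC-like cells by their chinmo, piwi and Akr1B UMIs.

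The replicate block changed the tumor counts to 552 genes in GSC-like cells, 163 in CySC-like cells and 301 for the interaction, lost the calls of H3-GFP and CG1894 in CySC-like cells (edgeR adjusted p = 0.0761 and 0.0545), brought the upd1 interaction past the threshold (9.46e-25) and left the share difference at 15.0 (17.6 and 12.3 within numbers). The replicate numbers are not stated to pair libraries, and deviations of replicate 1 from the group means correlated across genes at -0.086 in GSC-like and -0.044 in CySC-like cells, so the samples share only a number.

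Depth limits low genes most: the UMIs behind upd1 in GSC-like cells of TrafficJam-Upd replicate 1 numbered 10.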

Other observations

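The tests of free RNA in CySC-like cells, of the ribosomal limit and of accessory gland cells were chosen only after results were seen. The tests of heat shock genes, RpS14a, shared tumor differences, mixed droplets and the X were prompted by those results too, with limits set before the values they measure were seen. Only the splits of the 8 sums were planned regardless of the results.

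Among the 35 ways to split the 8 sums into 4 and 4, fitted without the library block, only 1, the real split, gave as many called genes (4612; the other 34 splits gave 0). The same held, with 1 of 35 each, for the chromatin median (0.45; next 0.377), the replication median (0.94; next 0.680), the signalling genes (66; next 0) and the X chromosome difference (-0.30; next 0.221), where the next largest values are absolute, since the sign of a split is arbitrary. By this count chance is excluded, but the count is a weak test. Every other split puts sums of both classes on each side, so the class difference enters the residual, and the classes themselves are the authors' grouping of these cells.

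Lower expression of X-linked genes in GSC-like cells was not explained by expression level: matched on mean expression in 20 bins, the difference was -0.293, against -0.296 for all genes, with 16 of the 20 bins below 0 and single bins from -0.637 to 0.238. Whether germline-specific genes lying on autosomes explain the difference was not settled. Among genes at 50 CPM or more in muscle and somatic cells the difference was -0.340. Those cells also held early germline transcripts, so germline-specific genes can pass this limit. A candidate biological explanation is that the X is compensated in cyst cells and less so in the germline, since lncRNA:roX1 and lncRNA:roX2 were low in GSC-like cells. This remains a hypothesis, found and tested on the same data, and free RNA, GC content and gene length were not examined.

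Germline transcripts in CySC-like cells amounted to 12.2% (7.69 to 15.6%) of the GSC-like level of early germline markers. Muscle cells of the same libraries held 1.23 times the CySC-like level (median; 0.879 to 1.86), a level that free RNA could give. The variance over mean of these UMIs in muscle cells was 2.56 (median; 1.47 to 3.21), above 2 in 3 of 4 libraries, so muscle cells may hold mixed droplets themselves and are no clean background. That condition was set after the values were seen. The variance over mean of early germline UMIs per thinned CySC-like cell was 1.503 (median; 1.25 to 1.81), under the limit of 2 set beforehand in 4 of 4 libraries, but above 1, and a stricter limit chosen later leaves some mixed droplets open. Free RNA and mixed droplets cannot be told apart, and either would compress fold changes between the classes.

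The tumor types differed in ways shared by both classes. Of the 36 genes called in both with the same direction, 29 had at least 20 counts in muscle and somatic cells, and 28 of these (96.6%) differed in the same direction there. The fold changes of the tumor comparison correlated between the classes at r = 0.757 across genes, which are not independent replicates. Deviations of single libraries from their group mean were also shared between the classes, with r = 0.701 in Nanos-Upd and 0.269 in TrafficJam-Upd libraries, so shared library effects give much of such a correlation. Free RNA as the source of the 36 shared genes as a set was argued against: their median level in muscle and somatic cells was 0.871 times that of the 2 stem-cell-like classes (quartiles 0.475 and 1.48), where free RNA was predicted to lie under 0.25. The ratio over all 36 genes was chosen after that over the 29 had been seen (0.966). For the 7 genes with fewer than 20 counts in muscle and somatic cells the median was 0.285, and free RNA stays open for them. A difference between the fly lines or the libraries in all cells stays open, and so does one between the tumors.

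The GSC-like share may be affected by the upper limit on ribosomal UMIs in the deposited cells. GSC-like cells between 35 and 40% ribosomal UMIs made up 27.5 and 12.7% of GSC-like cells in Nanos-Upd and 39.7 and 67.4% in TrafficJam-Upd libraries. A limit of 35% widened the difference to 23.5 points. The mean share fell from 41.7 to 30.8% in TrafficJam-Upd and from 56.7 to 54.4% in Nanos-Upd tumors. The limit of 40% may therefore itself have widened the difference of 15.0 points. Cells above 40% are not in the table, so the size of the effect cannot be told apart from a true difference in cell classes.

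Heat shock genes, a list of 15 chosen after Hsp68 and lncRNA:Hsromega had been seen, were examined because these were higher in Nanos-Upd tumors. A stress response of whole libraries predicted over 3 in 4 of the others higher in both classes. Of 11 tested in both, 7 (63.6%) were, with medians of 0.35 in GSC-like and 0.43 in CySC-like cells. In muscle and somatic cells 10 of the 11 were higher (median 0.72), which goes toward such a response. Hsp70Bc, called in both classes (1.61 and 1.74), had been left off the list because its values had been seen. The share in both classes lies between the limits set, and handling and genotype cannot be told apart.

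RpS14b changed by -526 CPM in GSC-like and -524 CPM in CySC-like cells from TrafficJam-Upd to Nanos-Upd tumors. If UMIs had moved to its near-identical copy RpS14a, that gene should have risen as much. By CPM scaled to total UMIs alone, RpS14a rose by 382 and 238 CPM, 59.0% of the size on average. Its log2 fold changes after TMM normalization were 0.18 ± 0.18 and 0.07 ± 0.10 (SE), smaller than these CPM imply. They were not called in edgeR (adjusted p = 0.542 and 0.679). The value of 59.0% therefore overstates the rise on the normalized scale. A variant in either copy or a moved assignment of UMIs may be the cause, and the tables do not decide.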
